A study of Mus musculus with 12 samples. Its data were reported in "Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility" (2022).

How the data were processed

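Total RNA-seq libraries of mouse oligodendrocyte precursor cells (OPCs, the dividing cells that give rise to myelinating oligodendrocytes) were taken as the authors quantified them. Per the labels, cells came from pooled brains of P4 to P6 pups, were isolated by the Sox10-GFP reporter or by CD140a (the PDGF receptor α) on magnetic beads, and were grown with PDGFaa and bFGF. They were then left untreated (Ctr), or treated for 48 h with 1 µM dexamethasone, a synthetic glucocorticoid (Dexa), or with 100 ng/ml of the cytokine IFN-γ (IFNg). RNA was depleted of ribosomal RNA during a strand-specific library preparation and sequenced from both ends. Each group has 4 labelled replicates from different litters. Replicates 3 and 4 share a prefix in their sample titles, while replicates 1 and 2 carry a prefix each. What the prefix stands for is not stated in the labels.

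The authors trimmed the reads and ran Salmon on a transcriptome, which gives an estimated count and a TPM value for every transcript of one library. Transcript identifiers matched Ensembl release 96, which is GENCODE mouse release M21 on GRCm38, and 0 transcripts lacked a gene in that annotation. The authors also deposited 3 DESeq2 tables of their own comparisons, with a mean normalized count, a log2 fold change, its standard error, the Wald score (the fold change over its standard error) and a p-value with its adjusted p-value per gene. One of these tables has no header line, and the direction of its fold changes is given by none of its columns. TPM values served only to check that each table was whole.

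Estimated counts were summed over the transcripts of each gene and rounded to whole numbers, which gave 55536 genes. The deposited table of Dexa replicate 3 ended part-way through a line after 47855 of 141862 transcripts (33.7%). It listed 19130 genes with all of their transcripts, on chromosomes 1, 10, 11, 12, 13, 14 and 15 and on part of chromosome 16. The other 11 tables were complete. Dexa replicate 3 was therefore left out of the fits over all genes, which hold 4 Ctr, 3 Dexa and 4 IFNg libraries, although the design chosen before the data were examined had all 12. It was used only for genes it lists whole, in separate comparisons over these genes, in a check of the mean counts in the authors' table, and in the read shares of Ciita, all of whose transcripts it lists. Reads assigned to genes ranged from 19209059 to 52074655 in the 11 full libraries, so a gene with 10 reads is measured with a large counting error and a gene with many reads mainly with the spread between litters. Statements on precision cover counting error and replicate spread, and PCR copies were not told apart from separate molecules.

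Genes with at least 10 counts in at least 4 libraries were tested, 17919 in all. With 3 full Dexa libraries, a gene expressed in Dexa alone cannot pass this filter, and the fit without a filter shows what that removes. The study's methods name DESeq2 for this experiment. The main test was DESeq2's Wald test on the group, for which a fit with no covariate over all 11 libraries together was chosen here, with Benjamini-Hochberg adjustment over the genes tested, DESeq2's default filters and no shrinkage of fold changes. Calls were counted at an adjusted p under 0.05, and at that level together with a log2 fold change of at least 1.5 either way. Normalized counts are counts divided by DESeq2's size factors, which ranged from 0.572 to 1.61. Where every library of the lower group held at most 3 counts, the fold is a lower bound computed against that floor of 3 counts.

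Each test was tried on simulated counts drawn for the 17919 genes from the fitted means, dispersions and size factors, with 212 genes changed by 2-fold to 4-fold, over 8 draws. DESeq2 called a median of 86.1% of the changed genes (range 84.9 to 89.2), and a median of 26.8% of its calls were false (range 20.4 to 29.5), more than its threshold of 0.05 allows. In the same draws it made a median of 28.5 calls in a Dexa arm with no change (range 17 to 49), 8 of them past the fold threshold (range 4 to 16). The quasi-likelihood test of edgeR called 74.3% of the changed genes with 4.26% false calls and made 0 calls in the unchanged Dexa arm, where a median of 4.96% of the genes had an unadjusted p under 0.05. The draws held independent libraries, without the pairing by replicate number described below. How far these shares of false calls hold for paired libraries was not measured. DESeq2 was kept as chosen, and edgeR's values are printed beside it. The gene list test called 16 of 16 shifted lists of 12 genes and 3 of 200 unshifted ones.

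Replicate numbers are shared by the groups. Deviations from the group means correlated across genes at 0.633 to 0.745 between libraries numbered 1, at 0.414 to 0.516 for number 2, at 0.577 for number 3 and at 0.518 to 0.644 for number 4, against -0.646 to 0.526 between libraries of different numbers. The numbers therefore pair the libraries, and a fit with the replicate number as a block was an alternative. No pair of libraries in a group agreed within sampling noise, with a chi-square per degree of freedom of 23.6 to 229.

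Genes named were, for each comparison, the 5 with the largest positive and the 5 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean of at least 100 normalized counts in the higher group, no overlap between the libraries of the groups and a symbol that is not a placeholder, together with any gene of the 9 lists. Other genes are said to be chosen after their values were seen. The lists hold 138 genes for the MHC class I pathway, the MHC class II pathway, the interferon response, the glucocorticoid response, OPC markers, oligodendrocyte differentiation, microglia markers, astrocyte markers and the cell cycle. The study had picked members of the MHC class I, MHC class II, interferon and differentiation lists from these libraries, so counts adjusted over these lists alone are not independent evidence. The lists share no gene, although Ctss of the MHC class II list is also abundant in microglia. Each list was tested with limma's fry, a rotation test of whether the genes move together, on log2 CPM (TMM scaling, prior count 2), with Benjamini-Hochberg adjustment over the 27 tests of 9 lists in 3 comparisons. The overlap of both treatments was set against 20 simulated draws of unchanged groups that share the controls.

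Alternatives chosen before the data were examined were edgeR, limma-voom, other scalings, other filters, a transcript length offset, fits of 2 groups only, the replicate number or the title prefix as a block, a stricter threshold and leaving out each of the 11 libraries in turn. For the lists they were limma's camera, another prior count, other scalings, no filter and the block. Chosen after seeing the data were edgeR with the replicate block, camera with the block, and the fits of 12 libraries over the genes that Dexa replicate 3 lists whole. Gene positions are those of the annotation on GRCm38, 1-based, from the first to the last annotated base. Counts are over the exons of all annotated transcripts of a gene, coding and untranslated. The software was R 4.3.3 with DESeq2 1.42.0, edgeR 4.0.16 and limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Values of some single genes of the lists are not reported here, while the list tests and counts include them.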

Results

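The response of cultured OPCs to the cytokine IFN-γ and to the glucocorticoid dexamethasone was measured by total RNA-seq. Cultures fell into 3 groups of 4 libraries each: Ctr-OPCs without treatment, Dexa-treated OPCs (1 µM, 48 h) and IFN-γ-treated OPCs (100 ng/ml, 48 h). Reads assigned to genes numbered 37066180, 52074655, 46949947 and 30945954 in Ctr-OPC replicates 1 to 4. In IFN-γ-treated OPCs they numbered 34353744, 35260937, 29707948 and 26522516. In Dexa-treated OPCs they numbered 30499091, 39390584 and 19209059 for replicates 1, 2 and 4. The table of Dexa replicate 3 was incomplete and listed 6615253 reads in genes, so this library entered no fit over all genes. The 7SL RNA gene Rn7s1 took the largest share of reads in every full library, between 4.54% and 7.42%.

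The libraries separated first by IFN-γ treatment. The first principal component of log2 CPM held 51.4% of the variance, with IFN-γ-treated OPCs at 67.9 to 87.1 and the Ctr and Dexa libraries at -63.2 to -22.9. The second component held 23.7% and set replicate 1 (44.2 to 63.3) and replicate 2 (-4.16 to 14.8) apart from replicates 3 and 4, which share a title prefix and lay together at -42.02 to -29.4. Dexa-treated OPCs stayed beside the Ctr-OPCs of the same number on both components.

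**Figure D1:**
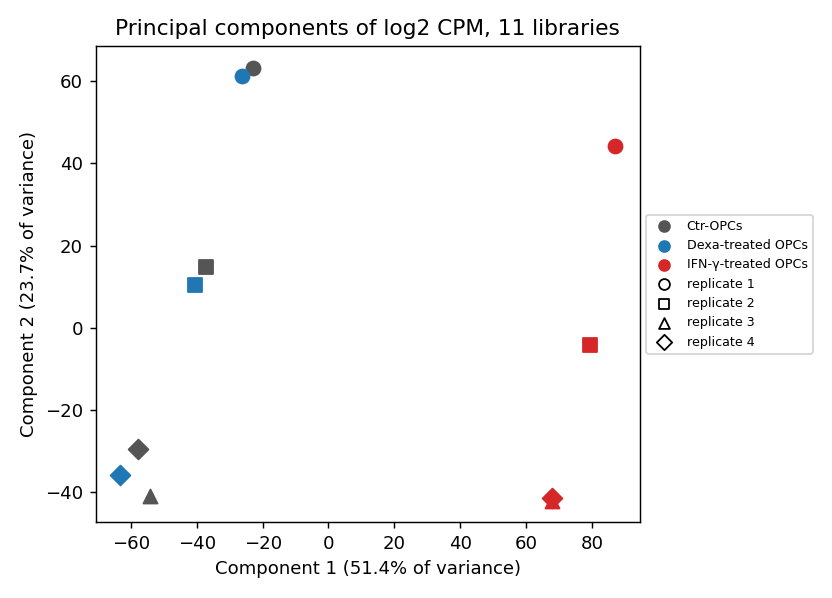
Principal components of log2 CPM for the 11 full libraries, with the first component (51.4% of the variance) on the x axis and the second (23.7%) on the y axis. Colours mark Ctr (grey), Dexa (blue) and IFN-γ (red), marker shapes mark replicates 1 to 4, and the 4 IFN-γ libraries lie at 67.9 to 87.1 on the first component, right of every Ctr and Dexa library.

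The comparison of IFN-γ-treated OPCs with Ctr-OPCs asks whether the cytokine turns on immune genes in OPCs. Of 17919 genes tested, 2302 had an adjusted p under 0.05 (DESeq2), 1437 higher and 865 lower in IFN-γ-treated OPCs. A log2 fold change of at least 1.5 either way left 718 genes, 569 higher and 149 lower. In simulated counts with 212 changed genes a median of 26.8% of DESeq2's calls were false. That share depends on how many genes change and was not measured for a count of this size or for libraries paired by replicate number. The smaller set called by edgeR is given beside each count. edgeR called 1513 genes, of which 1508 were among the 2302, and 608 past the fold threshold, of which 606 were among the 718. The alternative that moved the first count most was edgeR with the replicate number as a block, with 5606 genes. The same block in DESeq2 gave 5238, of which 2717 were higher and 2521 lower (51.9% higher, against 62.4% without the block). Leaving out 1 library at a time gave 514 (without IFNg replicate 2) to 797 genes (without Ctr replicate 1) past the fold threshold. The values of the groups did not overlap for 2565 genes (14.3% of those tested), where chance gives 2.86%. Among them, 1557 met all 3 numerical criteria for naming, 1022 higher and 535 lower. The 569 higher genes took 0.244% ± 0.0193 (SD, n = 4) of the reads in Ctr-OPCs, 0.265% ± 0.0159 (SD, n = 3) in Dexa-treated OPCs and 4.92% ± 0.255 (SD, n = 4) in IFN-γ-treated OPCs.

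The largest increases were in protein-coding genes that were at or near the floor in Ctr-OPCs. Serpina3i (ENSMUSG00000079014) lies on chromosome 12, from 104263122 to 104269372. It held 326.1 ± 65.6 normalized counts (SD, n = 4) in IFN-γ-treated OPCs and 0 in all Ctr-OPCs, at least 131-fold higher (adjusted p = 2.62e-24, DESeq2). Apol10b (ENSMUSG00000050014, chromosome 15, 77583819 to 77596125) was at least 157-fold higher, with 390.1 ± 59.9 against 0.172 ± 0.344 normalized counts (SD, n = 4 each). Oas1a (ENSMUSG00000052776, chromosome 5, 120896256 to 120907521) was at least 541-fold higher, with 1343 ± 228 against 0.976 ± 1.13. Tgtp1 (ENSMUSG00000078922, chromosome 11, 48985327 to 48994172) rose by 10.33 ± 0.30 (SE) on the log2 scale, from 28.7 ± 15.6 to 37700 ± 3976 normalized counts. Tgtp1 has a near-identical neighbour, Tgtp2, and the split of reads between these copies is uncertain. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) rose by 10.30 ± 0.52, from 5.14 ± 0.898 to 6464 ± 3817. The adjusted p-values of these 4 genes were 9.59e-23, 2.23e-51, 1.04e-251 and 5.22e-86 in the same order (DESeq2), and edgeR's adjusted p-values of the 5 genes were between 2.23e-08 and 5.59e-06.

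The largest decreases were smaller and more variable between litters. Grin2c (ENSMUSG00000020734, chromosome 11, 115249169 to 115267243) fell by 4.66 ± 0.88 (SE) on the log2 scale, from 167.5 ± 156 to 6.51 ± 5.87 normalized counts (SD, n = 4 each). Rph3a (ENSMUSG00000029608, chromosome 5, 120940499 to 121010092) fell by 3.68 ± 0.60, from 1052 ± 406 to 82.4 ± 66.1. Mc5r (ENSMUSG00000007480, chromosome 18, 68337596 to 68342446) fell by 3.54 ± 0.64, from 408.1 ± 238 to 35.3 ± 18.5. Gjd2 (ENSMUSG00000068615, chromosome 2, 114009601 to 114013619) fell by 2.86 ± 0.47, from 142.2 ± 28.7 to 19.98 ± 15.6. Eya2 (ENSMUSG00000017897, chromosome 2, 165595032 to 165771727) fell by 2.85 ± 0.54, from 169.2 ± 60.1 to 23.3 ± 18.6. DESeq2's adjusted p-values were 2.87e-06, 3.03e-08, 7.31e-07, 3.84e-08 and 3.64e-06, and edgeR's were 0.0173, 0.0052, 0.0104, 0.00406 and 0.0101, in the same order.

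The interferon response list moved together. All 30 of its genes were called higher, over all genes and adjusted over the list alone, and the median log2 change of the list was 7.94 (adjusted p = 1.06e-11, limma fry), with all 4 IFN-γ libraries above every Ctr library. With the 2 genes at the floor set to their bound, the median of DESeq2's fold changes was 8.23 in place of 8.34. Over the 19 alternatives the list median ranged from 7.77 to 8.55 and its largest adjusted p was 7.94e-08. Irf1 rose from 364.3 ± 31.9 to 23610 ± 983 normalized counts (SD, n = 4 each). Gbp2 rose from 94.5 ± 12.3 to 109000 ± 6547. The Gbp genes share sequence, so their single values are less certain than their sum.

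The antigen presentation lists rose as well. All 15 genes of the MHC class I pathway were called higher, over all genes and adjusted over the list alone, with a median log2 change of 6.01 (adjusted p = 1.73e-11, limma fry) and all 4 IFN-γ libraries above every Ctr library. B2m rose by 5.64 ± 0.14 (SE) and Tap1 by 6.02 ± 0.12. H2-K1 rose by 5.67 ± 0.38, from 817 ± 466 to 41720 ± 2007 normalized counts (SD, n = 4 each). Reads of the H2 class I genes can be shared between near-identical copies, and their summed count rose from 1653 ± 520 to 101700 ± 5003. In the MHC class II pathway 7 of 8 genes passed the count filter, and all 7 were called higher, again over all genes and adjusted over the list alone (list median 8.69, adjusted p = 9.72e-11, limma fry, 4 of 4 libraries). The gene that did not pass was Ctss. H2-Aa (chromosome 17, 34282744 to 34287823) rose by 10.06 ± 0.29, from 7.56 ± 2.91 to 7667 ± 937. H2-DMb1 was at least 556-fold higher. Cd74 rose from 4.16 ± 2.63 to 2338 ± 492. Ciita (chromosome 16, 10480059 to 10528418), which encodes the transactivator of class II genes, rose by 7.20 ± 0.17, from 50.04 ± 8.49 to 7264 ± 453. In the IFN-γ libraries 30.9% to 37.5% of Ciita reads were assigned to the 3 of its 8 transcripts that start at 10489746 to 10489783. In the 8 other libraries together the share was 5.21% of 422 Ciita reads (95% Wilson interval 3.47 to 7.77). That interval treats the pooled reads as independent. Single libraries among these 8 ranged more widely, from 1.3% (Ctr replicate 3) to 9.62% (Ctr replicate 1). The 3 transcripts were chosen after their values were seen.

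**Figure D2:**
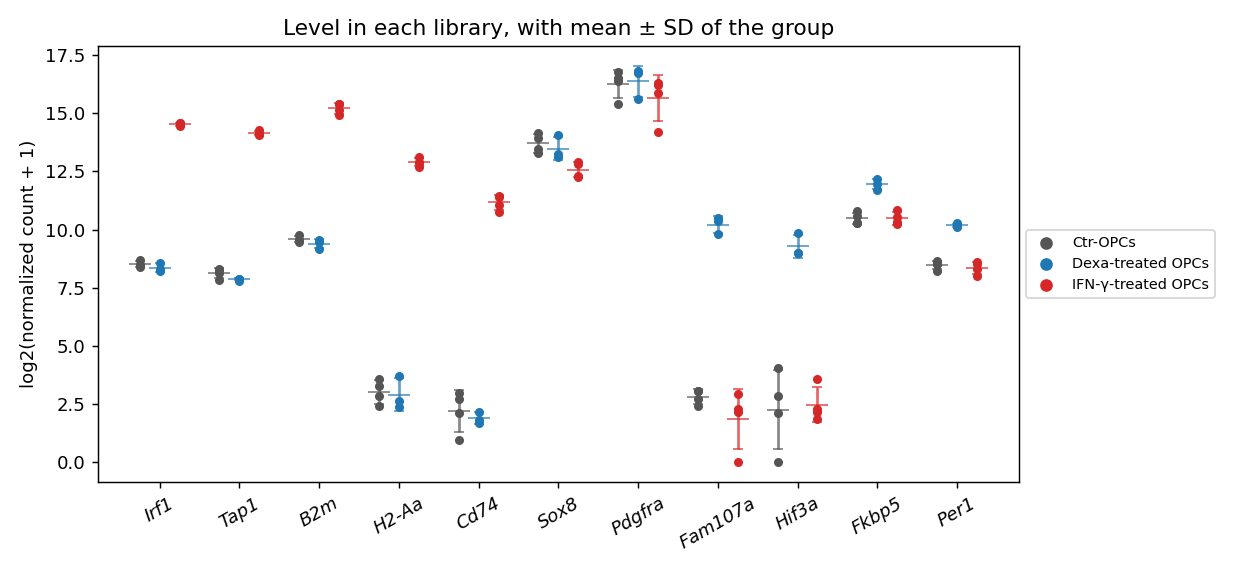
Normalized counts of 11 genes on the y axis, as log2 of the count plus 1, in each of the 11 full libraries (points) of the Ctr, Dexa and IFN-γ groups, with bars for the mean ± SD of the plotted values. Irf1 sits at 23610 ± 983 normalized counts in IFN-γ-treated OPCs against 364.3 ± 31.9 in Ctr-OPCs, Fam107a at 1215 ± 296 in Dexa-treated OPCs against 6.16 ± 1.5 in Ctr-OPCs, and the libraries of Pdgfra overlap between groups.

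Lists of cell identity moved less, and their calls depended on whether replicates were paired. The median of the 14 OPC markers was -0.60 in IFN-γ-treated OPCs (adjusted p = 0.384, limma fry), with 13 genes lower. The median was -0.26 without IFNg replicate 1 and -0.93 without Ctr replicate 1. With the replicate block the adjusted p was 1.94e-04, within a range of 2.63e-06 to 0.697 over the 19 alternatives. Over all genes 2 of the list were called, and 11 with the replicate block in DESeq2, all lower. C1ql1 was called lower, over all genes and adjusted over the list alone. It fell by 2.20 ± 0.66 (SE, adjusted p = 0.00914, DESeq2, and 0.0929 in edgeR). Pdgfra fell by 0.50 ± 0.45 (adjusted p = 0.581, DESeq2), from 83460 ± 28970 to 58990 ± 28400 normalized counts (SD, n = 4 each), a difference smaller than the SD of either group. With the block Pdgfra was called, with an adjusted p of 1.03e-04 in DESeq2 and 0.00972 in edgeR.

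The oligodendrocyte differentiation list, of which 15 of 16 genes passed the count filter, had a median of -0.67 (adjusted p = 0.272, limma fry), with 13 genes lower and 3 of 4 IFN-γ libraries below every Ctr library. Without Ctr replicate 1 the median was -1.09 with an adjusted p of 0.047. The replicate block gave an adjusted p of 0.0159, within 0.00133 to 0.577 over the 19 alternatives. Sox8, Itpr2 and Enpp6 were called lower over all genes, and 4 genes were called adjusted over the list alone. Sox8 (chromosome 17, 25565892 to 25570686) fell by 1.16 ± 0.28 (SE), from 13840 ± 3862 to 6210 ± 1393 normalized counts (SD, n = 4 each), with an adjusted p of 5.01e-04 in DESeq2 and 0.0201 in edgeR. Itpr2 fell by 1.08 ± 0.33 and Enpp6 by 3.81 ± 1.30. Their adjusted p-values were 0.00985 and 0.0305 in DESeq2 but 0.0633 and 0.157 in edgeR. Myrf fell by 2.02 ± 0.76 (adjusted p = 0.0592, DESeq2) and Bcas1 by 1.24 ± 0.74 (adjusted p = 0.335), so neither was called without pairing. With the replicate block both were called, with adjusted p-values of 2.74e-05 and 1.06e-13 in DESeq2 and 4.32e-04 and 3.29e-04 in edgeR. Enpp6 lost its call with the block in DESeq2 (adjusted p = 0.1) and had an adjusted p of 0.0335 with the block in edgeR. In all, 6 genes of the list were called with the block in DESeq2, all lower.

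The other lists were not called by limma fry in IFN-γ-treated OPCs. The cell cycle list had a median of 0.53 (adjusted p = 0.423), with 12 of 12 genes higher but 1 of 4 libraries above every Ctr library. None of its genes was called and 1 had an unadjusted p under 0.05, while 11 were called higher with the replicate block in DESeq2. The glucocorticoid response list had a median of -0.12 (adjusted p = 0.828) and 0.06 without IFNg replicate 3. Zbtb16 was called lower and Cdkn1a higher, both also adjusted over the list alone, and the block raised the calls of this list to 4 higher and 3 lower. Of 15 microglia markers 4 passed the count filter, with a median of 0.23 (adjusted p = 0.384) and 0.05 without Ctr replicate 1. 0 of these 4 were called, and 0 had an unadjusted p under 0.05. All 8 astrocyte markers passed the filter in these OPC cultures, with a median of 0.43 (adjusted p = 0.332) and 0.25 without Ctr replicate 3. Gfap rose by 3.82 ± 0.59 (SE, adjusted p = 3.98e-09, DESeq2) from 20.2 ± 15.01 to 287.7 ± 94.1 normalized counts (SD, n = 4 each). Aldoc rose by 0.78 ± 0.28 (adjusted p = 0.0399, DESeq2, and 0.0985 in edgeR). Both were also called adjusted over the list alone. With the block 7 astrocyte markers were called, 5 higher and 2 lower.

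Dexa-treated OPCs were compared with Ctr-OPCs to ask which genes the glucocorticoid changes. DESeq2 called 98 genes at an adjusted p under 0.05, 91 higher and 7 lower, and 43 of these passed the fold threshold, 42 higher and 1 lower. The count without Dexa replicate 2 was 59. In simulated counts with no change in Dexa, DESeq2 still called a median of 28.5 genes, 8 past the fold threshold, so single calls near the threshold are uncertain. Libraries in these draws were not paired by replicate number, so the number of false calls among the real, paired libraries was not measured. edgeR called 22 genes, all among the 98, and 15 past the fold threshold, all among the 43. The alternative that moved the first count most was the replicate block in DESeq2, with 460 genes (368 higher and 92 lower), and edgeR with that block gave 282. Past the fold threshold, 37 of the 43 were also called by edgeR with the block. The values of the groups did not overlap for 763 genes (4.3%), where chance gives 5.71%. Of these, 79 met all 3 numerical criteria, 73 higher and 6 lower.

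Fam107a (ENSMUSG00000021750, protein-coding as are the genes that follow, chromosome 14, 8296274 to 8318023) rose by 7.60 ± 0.37 (SE) on the log2 scale, from 6.16 ± 1.5 (SD, n = 4) to 1215 ± 296 normalized counts (SD, n = 3). Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427) rose by 6.71 ± 0.74, from 6.26 ± 6.72 to 647.7 ± 240. Sult1a1 (ENSMUSG00000030711, chromosome 7, 126672865 to 126676432) rose by 3.998 ± 0.553, from 9.19 ± 3.995 to 148.7 ± 88.2. Kcnt1 (ENSMUSG00000058740, chromosome 2, 25863734 to 25918273) rose by 3.67 ± 0.45, from 44.3 ± 8.38 to 563.6 ± 455. Cftr (ENSMUSG00000041301, chromosome 6, 18170687 to 18322768) rose by 3.45 ± 0.39, from 9.13 ± 3.22 to 100.6 ± 34.8. In the same order, DESeq2's adjusted p-values were 1.07e-89, 2.25e-16, 5.49e-10, 4.23e-13 and 7.93e-16. edgeR's were 8.01e-05, 0.00584, 0.0175, 0.0106 and 0.00232.

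Decreases in Dexa-treated OPCs were small. Per3 (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) fell by 0.94 ± 0.15 (SE), from 529.4 ± 59.2 (SD, n = 4) to 277.8 ± 40.6 normalized counts (SD, n = 3), with an adjusted p of 7.22e-08 in DESeq2 and 0.0418 in edgeR. Nr1d2 (ENSMUSG00000021775, chromosome 14, 18204054 to 18239127) fell by 0.72 ± 0.20 (adjusted p = 0.0425, DESeq2). Slc25a13 (ENSMUSG00000015112, chromosome 6, 6041218 to 6217173) fell by 0.65 ± 0.16 (adjusted p = 0.0122), Fgfrl1 (ENSMUSG00000008090, chromosome 5, 108692382 to 108706924) by 0.41 ± 0.10 (adjusted p = 0.0179) and Unc13b (ENSMUSG00000028456, chromosome 4, 43058953 to 43264871) by 0.37 ± 0.10 (adjusted p = 0.0309). None of these last 4 was called by edgeR, whose adjusted p-values were 0.472, 0.279, 0.341 and 0.53. With the replicate block in DESeq2 all 4 were called, with adjusted p-values of 4.53e-06, 8.51e-05, 0.00343 and 0.0159. Each of the 4 lost its call when certain single libraries were left out. Without Dexa replicate 1 their adjusted p-values were 0.423, 0.267, 0.21 and 0.493.

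The glucocorticoid response list rose in Dexa-treated OPCs, with a median log2 change of 0.81 (adjusted p = 3.07e-04, limma fry), 18 of its 19 tested genes higher and all 3 Dexa libraries above every Ctr library. The gene of the list that did not pass the count filter was Angptl4. Its adjusted p stayed between 5.47e-25 and 0.00372 over the 19 alternatives, which moved it most under camera's preset correlation with the block. Over all genes 8 of the list were called, 11 adjusted over the list alone, and 13 over all genes with the replicate block in DESeq2. Apart from Hif3a and Sult1a1 the 8 were Per1, Fkbp5, Zbtb16, Klf9, Mt2 and Cebpd. Per1 rose by 1.70 ± 0.16 (SE), from 357.4 ± 43.1 (SD, n = 4) to 1159 ± 60.9 (SD, n = 3). Fkbp5 (chromosome 17, 28399094 to 28517527) rose by 1.47 ± 0.20, from 1444 ± 254 to 4006 ± 636. Zbtb16 rose by 1.35 ± 0.15. edgeR's adjusted p-values of Per1, Fkbp5 and Zbtb16 were 0.00183, 0.0106 and 0.00474. Klf9, Mt2 and Cebpd rose by 1.46 ± 0.32, 1.82 ± 0.39 and 1.47 ± 0.40. DESeq2's adjusted p-values for these were 0.00131, 0.00129 and 0.0492, but edgeR's were 0.174, 0.186 and 0.546. With the replicate block edgeR called all of them, with adjusted p-values of 9.86e-06, 4.88e-04 and 0.00468. Nr3c1, which encodes the glucocorticoid receptor, was the only member of the list that was lower, by 0.15 ± 0.09 (adjusted p = 1, DESeq2).

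No other list was called by limma fry in Dexa-treated OPCs. Medians were 0.04 for the MHC class I pathway (adjusted p = 0.987), -0.11 for the MHC class II pathway (0.802), -0.04 for the interferon response (0.982), -0.06 for OPC markers (0.987), -0.08 for oligodendrocyte differentiation (0.987), 0.08 for microglia markers (0.546), 0.59 for astrocyte markers (0.384) and -0.08 for the cell cycle (0.987). None of the genes of these 8 lists was called over all genes, while with the replicate block 2 OPC markers and 2 astrocyte markers were called higher. The counts with an unadjusted p under 0.05 were 1 in the MHC class I pathway, 1 in the interferon response, 3 in the astrocyte list and 0 in the other 5. Adjusted over the list alone, 2 astrocyte markers were called. The medians of the first 5 lists and of the cell cycle changed sign when single libraries were left out. Without Dexa replicate 1 they were -0.15 for the MHC class I pathway, 0.43 for OPC markers and 0.36 for differentiation. The MHC class II median was 0.03 without Dexa replicate 2, the interferon median was 0.05 without Ctr replicate 3, and the cell cycle median was 0.39 without Dexa replicate 4. The astrocyte median was 0.19 without Ctr replicate 3, and the microglia median was 0.20 without Dexa replicate 1.

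**Figure D3:**
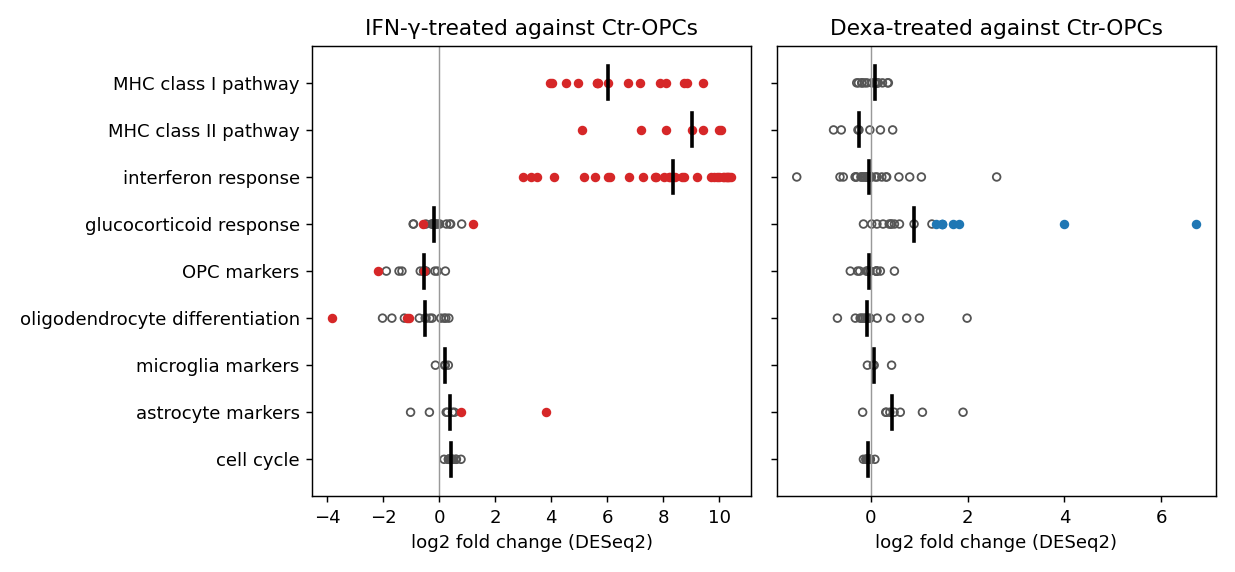
DESeq2 log2 fold change (x axis) of every tested gene of the 9 lists (y axis), IFN-γ against Ctr on the left and Dexa against Ctr on the right. Filled points have an adjusted p under 0.05, open points do not, and black bars mark each list's median. All tested genes of the MHC class I (15), MHC class II (7) and interferon (30) lists are filled and to the right of 0 for IFN-γ, and 18 of 19 glucocorticoid genes are to the right of 0 for Dexa.

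IFN-γ-treated and Dexa-treated OPCs were also compared directly, as the names of the deposited tables imply. DESeq2 called 2345 genes, 1372 higher and 973 lower in IFN-γ-treated OPCs, and 729 past the fold threshold, 520 higher and 209 lower. edgeR called 1571 and 619, of which 1564 and 617 were among these. The alternative that moved the first count most was again edgeR with the replicate block, with 6045 genes, and the block in DESeq2 gave 5662 (2905 higher and 2757 lower). The values of the groups did not overlap for 3570 genes (19.9%, chance 5.71%), and 1841 met all 3 numerical criteria. Tnfsf10 (ENSMUSG00000039304, chromosome 3, 27317028 to 27342427) was at least 121-fold higher, with 443.3 ± 228 normalized counts (SD, n = 4) against 0 in the 3 Dexa libraries. Apol9a (ENSMUSG00000057346, chromosome 15, 77403789 to 77411135), which has a close paralog, was at least 109-fold higher, with 399.4 ± 89.5 against 0. Ifi47 (ENSMUSG00000078920, chromosome 11, 49076587 to 49096974), Tgtp1 and Iigp1 (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634) were higher by 10.56 ± 0.34, 10.53 ± 0.35 and 10.45 ± 0.34 (SE).

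In the other direction, Fam107a, Hif3a and Sult1a1 had log2 fold changes of -8.44 ± 0.48, -6.94 ± 0.76 and -4.16 ± 0.57 (SE) in IFN-γ-treated against Dexa-treated OPCs. Synpo2l (ENSMUSG00000039376, chromosome 14, 20658946 to 20668354) fell by 4.14 ± 0.37 against Dexa-treated OPCs (adjusted p = 1.23e-26, DESeq2), with 27.9 ± 5.41 normalized counts (SD, n = 4) against 490.6 ± 206 (SD, n = 3). One of its 4 IFN-γ values lay below the other 3. Grin2c fell by 4.20 ± 0.94, but by 2.82 without Dexa replicate 1 (adjusted p = 0.0307, DESeq2). Of the lists, the MHC class I pathway (median 6.29, adjusted p = 2.46e-11, limma fry), the MHC class II pathway (8.56, 1.35e-10) and the interferon response (7.95, 1.06e-11) were higher, with all of their 15, 7 and 30 tested genes called. The glucocorticoid response was lower (-1.08, 2.21e-04), with 10 genes called over all genes and 14 adjusted over the list alone. In each of these 4 lists all 4 IFN-γ libraries lay outside the range of the Dexa libraries. OPC markers (-0.62, 0.384), oligodendrocyte differentiation (-0.90, 0.318) and the cell cycle (0.67, 0.408) were not called, and were called with the replicate block (adjusted p = 1.46e-04, 0.0246 and 0.04). Their adjusted p-values over the 19 alternatives ranged from 4.73e-07 to 0.697, from 0.00231 to 0.604 and from 2.27e-04 to 0.818. Without Dexa replicate 4 these 3 medians were -0.25, -0.30 and 0.17. Microglia markers (0.04, 0.982) and astrocyte markers (-0.19, 0.987) were not called. Their medians were -0.09 and -0.03 without Dexa replicate 1.

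The overlap of both responses was set against unchanged groups that share the controls. Across the 17919 genes, which are not independent replicates, the fold changes of IFN-γ and Dexa against Ctr had a Spearman rho of 0.114, below the 0.39 to 0.419 of 20 simulated draws with no change. It was -0.11 without Dexa replicate 1 and 0.409 without Ctr replicate 1. The draws were set up for shared controls, not for the pairing of libraries by replicate number. The gap between rho and the draws therefore decides nothing about the treatments. DESeq2 called 37 genes in both comparisons, 22 in the same direction and 15 in opposite directions, where independent calls would give 12.6. Without Dexa replicate 2 the count was 23. Simulated draws with no change hold only false calls, so their largest shared count of 9 gives no expectation where both treatments act. With the replicate block rho was -0.01 and 284 genes were called in both. Past the fold threshold 11 genes were shared, against at most 6 in the simulated draws, under the same limit. Genes called higher in both included Kcnt1, and genes called in opposite directions included Synpo2l and Zbtb16, which was lower in IFN-γ-treated OPCs by 0.56 ± 0.14 (SE, adjusted p = 0.0013, DESeq2).

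The refit was compared with the authors' own tests. The authors' deposited table for IFN-γ and Ctr lists 2147 genes with an adjusted p under 0.05 and 867 past the fold threshold, 696 of positive and 171 of negative sign. Its fold changes correlated with the refit at a Spearman rho of 0.971 across genes, and 666 of the refit's 718 genes were also past both thresholds in the authors' deposited table. For Dexa and Ctr, the authors' deposited table lists 91 genes, 45 of them past the fold threshold and all 45 of positive sign (rho 0.775). It shares 31 of the refit's 43 genes. The fold change heading of both tables names Ctr over Dexa, while positive values belonged to genes that were higher in the treated libraries of the refit. The third of the authors' deposited tables, which has no header, lists 2779 genes and 951 past the fold threshold, 650 of one sign and 301 of the other. Its fold changes correlated with the refit of IFN-γ against Dexa at a rho of -0.941, and it shares 666 of the refit's 729 genes. Mean counts in the authors' deposited table for Dexa and Ctr were compared with those of the Ctr and Dexa libraries. They lay closer when Dexa replicate 3 was included than when it was left out. The spread of the log2 ratios was 0.0152 against 0.0465 over 4179 genes.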

Values the study reported

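For OPCs exposed to IFN-γ, the study reported 867 genes with altered expression. It counted 696 of these as upregulated and 171 as downregulated.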

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

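The test of library depth was chosen only after the value of Synpo2l was seen, and the test with left-out control libraries only after the values of the incomplete library were seen.

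Synpo2l had 1 value apart from the rest of its group. Its normalized count was 19.82 in IFN-γ replicate 2 against 30.3 to 30.8 in the other 3 IFN-γ libraries, a gap that passes Dixon's critical value of 0.829 for 4 values. Of 57 such tests on the named genes and groups, 1 passed, where chance gives 2.9. A shallow library was weighed as a technical explanation, and argued against by the reads themselves, since IFN-γ replicate 2 held 35.3 Mreads in genes (35260937 reads) and the other 3 held 26.5 to 34.4 Mreads. The 4 values stay far below the Dexa mean of 490.6 ± 206 (SD, n = 3), and leaving out any 1 library kept its log2 fold change against Dexa-treated OPCs between -4.45 and -3.897. Litters differ between replicates, and that difference stays open and untested. The number of such gaps was below the number chance gives.

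The incomplete library of Dexa replicate 3, which no fit over all genes used, lay on the side of the Dexa calls. It listed 28 of the called Dexa genes whole, and lay on the called side of the Ctr mean for 27 of them. Over all 6314 tested genes that it lists whole, 54% lay on the side of the fitted change. Its median difference from the Ctr mean was 1.01 on the log2 scale for the 28 genes, below the median of 1.67 in the full libraries. The same Ctr libraries had taken part in calling these genes, which by itself puts other libraries on the called side. Each Ctr library was therefore left out in turn of the fit that calls the genes. The left-out Ctr library lay on the called side of the other 3 for 30 of 35 genes (Ctr replicate 1, 85.7%), 15 of 22 (replicate 2, 68.2%), 11 of 22 (replicate 3, 50%) and 9 of 21 (replicate 4, 42.9%). Dexa replicate 3 lay on the called side of the left-out library for 24 of 35 (68.6%), 17 of 22 (77.3%), 22 of 22 and 20 of 21 (95.2%), with median differences of 0.32, 0.84, 1.28 and 1.37. Over all genes compared in these fits, it lay on the side of the fitted change for 32.4%, 43.2%, 56.3% and 53%, below its shares of the called genes in each of the 4. Against the Ctr library of its own number it thus followed the calls in 22 of 22 genes, while the shares of treated and untreated libraries overlap over the 4 fits, 3 of which set it against a control of another number. Whether the Dexa calls rest on the 3 full libraries alone or extend to this litter cannot be told apart, because there is 1 such library and an untreated one reached 85.7%. Genes on the chromosomes this library does not list were not checked in this way.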

How the results depend on the processing

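The alternatives chosen only after the data were seen were edgeR with the replicate block, camera with the replicate block, and the fits over the genes that Dexa replicate 3 lists whole. Unless a reason is given, the cause of a change was not tested.

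Counts past both thresholds kept within 1.5 times of 718 (IFN-γ against Ctr), 43 (Dexa against Ctr) and 729 (IFN-γ against Dexa) under every alternative except those named here. Requiring a mean of at least 50 counts left 432, 24 and 450 genes, since it tests 13455 genes in place of 17919. For Dexa against Ctr, edgeR gave 15 and limma-voom 20. At an adjusted p under 0.05 alone, edgeR gave 1513 for IFN-γ against Ctr and 22 for Dexa against Ctr, and limma-voom gave 30 for Dexa against Ctr and 1506 for IFN-γ against Dexa. DESeq2 made more false calls than edgeR and limma-voom on simulated counts with 212 changed genes and unpaired libraries, which may bear on these differences. Without a filter, 856, 52 and 833 genes were past both thresholds. Total count scaling moved the share of higher genes for IFN-γ against Ctr from 62.4% to 52.9% at an adjusted p under 0.05, with 2382 genes called, and shifted the median log2 fold change of all genes from -0.016 to -0.058.

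Pairing by the replicate block raised the counts at an adjusted p under 0.05 in every comparison. DESeq2 with the block called 5238, 460 and 5662 genes in the order above, edgeR with the block 5606, 282 and 6045, and DESeq2 with the title prefix as a block 5279, 435 and 5912. DESeq2 with the block kept 701, 38 and 680 of the genes past both thresholds. Among genes of the lists the block added calls and took away that of Enpp6 for IFN-γ against Ctr, as given beside each list. For IFN-γ against Dexa it raised the calls from 2 to 11 OPC markers, from 2 to 8 differentiation genes, from 0 to 11 cell cycle genes, from 1 to 5 astrocyte markers and from 10 to 14 glucocorticoid genes. It changed no call of the genes named as the largest changes of a comparison, and none in the MHC class I, MHC class II, interferon and microglia lists.

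Across the 11 fits that each left out 1 library, past both thresholds the counts ranged from 514 to 797, from 32 to 59 and from 534 to 784. At an adjusted p under 0.05 alone they ranged from 1577 to 2666, from 59 (without Dexa replicate 2) to 112 and from 1649 to 2518. Fewer libraries lower the power of each such fit. Over the 6314 tested genes that Dexa replicate 3 lists whole, 11 libraries gave 243, 15 and 232 genes past both thresholds and all 12 gave 245, 13 and 261. edgeR on the 12 libraries gave 4 for Dexa against Ctr, and 7 at an adjusted p under 0.05. The block on the 12 libraries gave 1980, 228 and 2343 at an adjusted p under 0.05. Without the block, 12 libraries gave 834, 23 and 1107, and 11 libraries gave 827, 25 and 820.

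The MHC class I, MHC class II and interferon lists in both IFN-γ comparisons, and the glucocorticoid list in both Dexa comparisons, kept their direction and an adjusted p under 0.05 in all 19 alternatives. Camera, with its preset correlation, also called OPC markers (median -0.596, adjusted p = 0.0198), differentiation (-0.671, 0.0235) and the cell cycle (0.528, 0.0438) for IFN-γ against Ctr, astrocyte markers (0.59, 3.15e-04) for Dexa against Ctr, and OPC markers (-0.615, 0.0221), differentiation (-0.903, 0.0354) and the cell cycle (0.667, 0.0354) for IFN-γ against Dexa. Of these 7, limma fry called none without the block. With the block it called OPC markers (-0.596, 1.94e-04) and differentiation (-0.671, 0.0159) for IFN-γ against Ctr, and OPC markers (-0.775, 1.46e-04), differentiation (-0.998, 0.0246) and the cell cycle (0.764, 0.04) for IFN-γ against Dexa. The block also turned 3 medians for Dexa against Ctr to the other side of 0, the interferon response (0.016), OPC markers (0.146) and differentiation (0.015), none of them called. Camera with the block called OPC markers (-0.596, 2.63e-06), differentiation (-0.671, 0.00133) and the cell cycle (0.528, 8.89e-04) for IFN-γ against Ctr. For Dexa against Ctr it called OPC markers (0.146, 0.00888), astrocyte markers (0.222, 0.00385) and the cell cycle (-0.183, 0.0299), while the interferon response (0.016) and differentiation (0.015) were on the other side of 0. For IFN-γ against Dexa it called OPC markers (-0.775, 4.73e-07), differentiation (-0.998, 0.00231) and the cell cycle (0.764, 2.27e-04). The adjusted p of the astrocyte list for Dexa against Ctr ranged from 3.15e-04 to 0.608 over its alternatives, that of OPC markers from 0.00888 to 0.998 and that of the cell cycle from 0.0299 to 0.992. The range of the cell cycle for IFN-γ against Ctr was 8.89e-04 to 0.761.

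Leaving out 1 library moved the differentiation median for IFN-γ against Ctr from -1.089 (without Ctr replicate 1, adjusted p = 0.047, limma fry) to -0.456 (Ctr 4), and the glucocorticoid median from -0.206 (IFNg 1) to 0.055 (IFNg 3). For Dexa against Ctr the medians ranged from -0.447 (Dexa 1) to 0.388 (Dexa 4) for the cell cycle and from -0.152 (Dexa 1) to 0.135 (Dexa 4) for the MHC class I pathway. They ranged from -0.296 (Dexa 4) to 0.427 (Dexa 1) for OPC markers and from -0.448 (Dexa 4) to 0.363 (Dexa 1) for differentiation. The MHC class II pathway ranged from -0.271 (Ctr 1) to 0.034 (Dexa 2) and the interferon response from -0.078 (Dexa 1) to 0.053 (Ctr 3). The microglia median for IFN-γ against Dexa ranged from -0.09 (Dexa 1) to 0.235 (IFNg 1). None of these reversed medians had an adjusted p under 0.05. In all alternatives together, 21 list results changed direction, 21 others gained a call and 471 did neither.

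Of the named genes, Fgfrl1, Nr1d2, Slc25a13 and Unc13b lost their call for Dexa against Ctr under edgeR. In the 11 fits that each left out 1 library, they lost it in 6, 8, 4 and 8 fits, in the same order. These were all of the 26 losses among 106 such values of the 10 genes named for Dexa against Ctr. Unc13b also lost it under edgeR with the block. No named gene changed direction in the alternatives run, and 357 of their values stayed called while 31 did not.

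The correlation of both treatments' fold changes was -0.010 with the block. It was -0.185 with IFN-γ against Ctr replicates 1 and 2 and Dexa against Ctr replicates 3 and 4. With these controls exchanged it was -0.434. This split of the controls follows the title prefix, so the prefix difference enters both fold changes with opposite signs. These negative values therefore decide nothing about the treatments. Leaving out 1 library moved the correlation from -0.11 (without Dexa replicate 1) to 0.409 (without Ctr replicate 1). Genes called in both numbered 7 in edgeR, 284 with the block and 22 with IFN-γ against Ctr replicates 3 and 4 and Dexa against Ctr replicates 1 and 2, and from 23 (without Dexa replicate 2) to 41 across the fits that left out 1 library.

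Depth limits the genes near the floor most. Of the microglia markers 11 of 15 were too low to be tested, so a small change in them was not detectable at this depth. With 3 full Dexa libraries the Dexa comparisons have fewer values behind each mean than the design had.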

Other observations

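Chosen only after the result was seen were the tests of microglia, of shared reads, of fibroblast-like cells and H19, of astrocytes and Gfap, of the clock genes and of Ciita. The tests by other splits of the libraries, of the number format, of the title prefix and of replicate 3 were chosen before.

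Other splits of the same libraries into groups of the same sizes were fitted in the same way, 35 for each comparison with the real one included. For IFN-γ against Ctr, 1 of the 35 splits gave as many genes past both thresholds, the real one, and 2 gave as many at an adjusted p under 0.05. The other split follows the title prefix, replicates 1 and 2 against 3 and 4, and gave 3049 genes. With the prefix as a block, the real comparison gave 5279. For Dexa against Ctr, 4 of 35 splits gave as many genes, both past the thresholds and at an adjusted p under 0.05. The other 3 part at most 1 replicate pair, and the one along the title prefix gave 349 and 4289 genes, against 57 and 435 for Dexa with the prefix as a block. For IFN-γ against Dexa, only the real split (1 of 35) reached either count. Since the numbers pair the libraries, the 8 splits that part as many pairs, the real one included, were also compared on their own, and in each comparison only the real one reached its count. The largest counts at an adjusted p under 0.05 among the rest were 6 for Dexa against Ctr and 295 for IFN-γ against Dexa. Among 8 splits no count can be rarer than 1 of 8, and the other splits mix treated with untreated libraries. This smaller comparison therefore cannot decide on its own. Larger Dexa counts arose in the 3 other splits that part at most 1 replicate pair. Without pairing, the Dexa counts thus do not set the treatment apart from differences between replicates. Whether those differences come from litters or from what the title prefix stands for was not tested.

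MHC class II transcripts in IFN-γ-treated OPCs could come from microglia in the cultures. Their summed count was at least 27080 in every IFN-γ library. The abundant microglia transcripts C1qa, C1qb, C1qc, Tyrobp, Fcer1g, Csf1r and Cx3cr1 summed to at most 23.1 there, which argues against microglia as the source. Csf1r was 1 of the 4 microglia markers that passed the count filter in these cultures, with 8.24 ± 2.11 normalized counts (SD, n = 4) in IFN-γ-treated OPCs.

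Reads shared between paralogs might move single H2 class I genes against each other, but not their sum. The sum of the 6 H2 class I genes rose by 5.94 on the log2 scale, and the 9 single-copy genes of the pathway rose by at least 3.96 (median 5.64), which argues against shared reads as the cause of the rise. How the rise divides over H2-K1, H2-D1 and the H2-Q genes stays open.

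Tables of Ctr replicate 1 and Dexa replicates 3 and 4 were written with 6 fixed decimals and the others were not, which could mark a separate processing run. A term for the complete tables among them, Ctr replicate 1 and Dexa replicate 4, called 0 genes (141 at an unadjusted p under 0.05), while other pairs of 1 Ctr and 1 Dexa library with different numbers called up to 19. The format therefore left no trace in the counts that this test could find.

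The IFN-γ response may differ between the litters of replicates 1 and 2 and those of replicates 3 and 4. DESeq2 called 12 genes for the interaction of treatment and prefix (574 at an unadjusted p under 0.05), among them Parp3, Gbp3, C2 and Slfn9, chosen after their values were seen. The other ways to pair the 4 numbers gave 2 (60 unadjusted) and 0 (52 unadjusted). edgeR gave an adjusted p of 1 for all 12 genes, with 749 genes at an unadjusted p under 0.05 against 87 for each of the other ways. Every one of these unadjusted counts, in DESeq2 and edgeR, lies below the 0.05 share of the 17476 genes tested that chance gives. The unadjusted counts therefore favour neither reading. A litter-dependent response and DESeq2's false calls cannot be told apart, because each side of the split has 2 libraries per group.

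Ctr and IFN-γ replicate 3 had almost no Y-linked reads. The normalized counts of Ddx3y, Eif2s3y, Kdm5d and Uty summed to 6.9 in Ctr replicate 3 and 5.8 in IFN-γ replicate 3, against 1993.7 to 3450.6 in the other full libraries, and Xist was highest in both. The values are consistent with pools of female pups in replicate 3. A sex difference as the driver of the IFN-γ comparison was argued against, since 499 genes remained past both thresholds without replicate 3 in both groups, 466 of them among the 718. Both groups hold 1 such library, so the pattern does not part them. Neither Dexa comparison has this balance, since the 3 full Dexa libraries had Y-linked sums of 2255.6 to 3450.6. Without Ctr replicate 3, 34 genes were past both thresholds for Dexa against Ctr, all of them among the 43. Without IFN-γ replicate 3, 583 genes were past both thresholds for IFN-γ against Dexa, 536 of them among the 729.

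H19 (chromosome 7, 142575529 to 142578143), a noncoding RNA chosen after its values were seen, was higher in IFN-γ-treated OPCs by 3.997 ± 0.895 (SE, adjusted p = 1.55e-04, DESeq2). Within pairs it rose 12.5-fold, 34.9-fold, 14.6-fold and 14.6-fold in replicates 1 to 4. Fibroblast-like cells express H19 and might have spread in the cultures. The summed count of their abundant collagen genes Col1a1, Col1a2 and Col3a1 changed by -0.89 on the log2 scale and fell in 4 of 4 pairs. Whether IFN-γ itself lowers these genes was not tested, so their fall cannot tell how many such cells there were. Of the list of 6 fibroblast genes (Igf2, Col1a1, Col1a2, Col3a1, Dcn and Lum), 2 were higher and 4 lower (median -0.38, adjusted p = 0.649 over 4 set tests, limma fry), and Lum alone was called, higher by 3.87, while the replicate block also called Col3a1 lower (adjusted p = 1.3e-04, DESeq2). A spread of fibroblast-like cells and a rise of H19 in OPCs themselves under IFN-γ both stay open. Other cell types that carry H19 and Lum were not tested.

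Gfap rose by 3.82 on the log2 scale in IFN-γ-treated OPCs while the other astrocyte markers went both ways. The median log2 fold change of the other 7 markers was 0.30, with 5 higher and 2 lower (adjusted p = 0.484 over 4 set tests, limma fry). Aldoc alone of the 7 was called, higher by 0.78 (adjusted p = 0.0399, DESeq2), while the replicate block called Aldoc, Aldh1l1, Slc1a3 and Sox9 higher and Aqp4 and Gja1 lower. All 7 were expressed in Ctr-OPCs, with mean normalized counts from 763.3 (Aqp4) to 17400 (Slc1a3). More astrocytes and a response of Gfap in cells already present cannot be told apart, because the high level of the other markers in Ctr-OPCs would hide a small added share.

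Per3 and Nr1d2 are clock genes, and their fall in Dexa-treated OPCs could be part of a shift of the circadian clock. Per1, of the same phase, rose by 1.70 on the log2 scale, which argues against a shift of these genes as a set. Of the 9 clock genes (Per1, Per2, Per3, Nr1d1, Nr1d2, Dbp, Tef, Hlf and Ciart) 7 were lower and 2 higher (median -0.29, adjusted p = 0.262 over 4 set tests, limma fry, and 0.963 with the replicate block). With the block DESeq2 called 6 of the 9 in Dexa-treated OPCs, Per1 and Per2 higher (Per2 adjusted p = 0.00641) and Per3, Nr1d2, Tef (0.00592) and Ciart (0.0319) lower, so the genes moved apart. Per1 is also a glucocorticoid target of the list fixed beforehand, so direct induction of Per1 on top of a shift of the others stays open. In IFN-γ-treated OPCs 9 of 9 were lower (median -0.25, adjusted p = 0.0394, and 0.0154 with the replicate block), and 2 of them, Per2 and Per3, were called by DESeq2 (adjusted p = 0.0465 and 1.97e-05). In edgeR the adjusted p of Per2 was 0.107.

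Ciita reads in IFN-γ-treated OPCs fell more often on transcripts that start downstream. Too few Ciita reads in the other libraries might hide the same share there. At the IFN-γ share 149 reads on these transcripts would be expected in the 8 Ctr and Dexa libraries, Dexa replicate 3 included, and 22 were found among 422, which argues against this. A candidate explanation is that IFN-γ raises the use of a downstream start of Ciita. Salmon divides reads among overlapping transcripts by a model, and how far that division is right stays open.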
